A study of Mus musculus with 20 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

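Genomic DNA from the tails of 10 C57BL/6J/Nrs mice (C57 BL/6JNrs in the labels) of a single family was compared with DNA from a reference male mouse by array comparative genomic hybridization (array CGH). In this assay 2 DNA samples carrying different dyes, Cy5 (red) and Cy3 (green), compete for short DNA probes of known genomic position. The log2 ratio of their signals at a probe follows the difference in copy number. Each mouse was hybridized in 2 dye orientations, with the mouse in Cy5 on one array and in Cy3 on the other, which makes 20 arrays. The dye-swap pair of a mouse was treated as 1 replicate. The mice were grouped by the GEO labels into the sire 20mGyUM, the dam 20mGyUF and the offspring 20mGyU1 to 20mGyU8.

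Per the file headers, the authors scanned the arrays and extracted spot intensity values with Feature Extraction 10.7.1.1. The deposited processed intensity of each channel had been background-subtracted, detrended for position on the array and scaled between the dyes by a linear factor, with no lowess step. The deposited files also give a log10 ratio of red over green signal for each spot, which enters none of the alternatives. The alternative without centring took the log2 ratios of the processed intensities with no median subtracted. A table of the whole series gives log2 ratios made by the authors, with replicate spots merged. Its direction is not stated. Set against the scanner values and the dyes in the labels, it was the log2 ratio of reference over mouse on every array, so its sign was turned. Of its columns, 0 could not be mapped to a sample. Probe positions are those of the file headers on the mouse build mm9 (NCBI37). The reference genome at hand is of another build, so no coordinate was converted, and gene annotation was not used here.

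Control spots and spots with an outlier call of Feature Extraction were left out. For each spot the log2 ratio of red over green processed intensity was computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and turned to mouse over reference from the dyes in the labels. Replicate spots of a probe were averaged, and each array was centred on the median of its autosomal probes. Saturated spots were 0 on each array. Between 87 and 193 outlier spots were left out per array. Arrays give no read depth, and the number of arrays limits the precision.

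A probe was called positive in a mouse when its log2 ratio lay beyond 0.5 in the same direction in both dye orientations. A positive probe was called supported when another positive probe of the same direction lay within 3 probes and 10 kb on the same chromosome. Supported probes of 1 direction, pooled over the mice, were chained into regions by the same distances. A mouse carried a region when at least 50% of the region's probes, and at least 2, were positive in it. A de novo candidate was a probe positive in an offspring and in neither parent, with another such probe within the same distances, again chained into regions. Under a stricter definition, called apart from both parents, the mean log2 ratio of each probe also had to lie more than 0.5 beyond that of each parent. Which probes had been positive on the earlier, wider array of the study was not used here, so all positive probes were treated alike.

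Counts per mouse were compared between the 2 parents and the 8 offspring by an exact permutation test, two-sided, over all 45 splits, for which the smallest p is 0.022. The mean log2 ratio of each region was compared between its carrier and the other 9 mice by an exact permutation test over the 10 assignments of the carrier, for which the smallest p is 0.1, so it cannot reach 0.05. Shares of offspring are given with exact (Clopper-Pearson) 95% binomial intervals from scipy 1.17.1. In limma 3.58.1 (R 4.3.3), each offspring was compared with the other 9 mice on the mean log2 ratio of the dye-swap pair, with lmFit, eBayes and Benjamini-Hochberg adjustment over the autosomal probes, at an adjusted p of 0.05. In this fit the lone mouse is assumed to vary like the other 9. Slide was tested among the 8 offspring with limma's F-test. Each of the 3 slides was scanned apart from the others, so slide and scan are the same batch. Figures were drawn with matplotlib 3.10.9.

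The regions named in the text follow a rule set before the data were examined. It takes every de novo candidate region apart from both parents with 3 or more probes, or the 10 with the most probes where there are more. It also takes the 5 other regions with the most probes among those carried by some but not all mice, and the 5 with the most probes among those carried by all mice. Where regions tied in their number of probes, they were taken in the order of chromosome and position. Intervals that join neighbouring de novo regions within 10 kb, and an interval on chromosome 14, were defined after their values were seen.

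The calls were tested on simulated data for the 49610 autosomal probes. Each planted segment was an even shift of −0.9 (loss) or 0.7 (gain) over 10 probes, with independent noise and the dye bias of each probe. All 160 planted segments were found as de novo regions, 0 regions were called elsewhere, and 92.9% of the planted probes were positive. Probes of uneven response and noise that depends on signal were not simulated. These rates thus do not tell how a loss with weakly responding probes is split, nor how often dim probes give false calls. In the simulated comparison of each offspring with the other mice, limma called 100% of the planted probes, and 0.62% of its calls lay outside them. The simulated slide test, with no slide effect planted, called 0 probes.

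Alternatives set before the data were examined were thresholds of 0.4, 0.6 and 0.8, no centring, the deposited log2 table, and only probes well above background. Further alternatives kept the outlier spots, took the mean of the dye-swap pair or a single orientation, or used neighbours within 1 or 5 probes and 2 or 50 kb. Margins of 0.3 and 0.7 from the parents and carrier shares of 25% and 75% were also tried, as were slide as a block, the parents' slide alone and leaving out each mouse in turn. Background correction by normexp in limma, with an offset of 50, was planned on mean spot signals. It was run on the median spot signal and median local background, the columns read here. Alternatives added after the data were seen are named as such where their values are given.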

Results

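Copy number was measured by array CGH in 10 mice of the family 20mGyU: the sire 20mGyUM, the dam 20mGyUF and their 8 offspring, 20mGyU1 to 20mGyU8. The study examined whether exposure of male mice to gamma-rays at 20 mGy/day for 400 days is followed by de novo copy number variations (CNVs) in their offspring. This array was the finer of its screening steps and carried probes placed around changes picked up earlier. The series holds this single family, and its labels differ on whether the sire was irradiated, so irradiated and non-irradiated families were not compared here. The comparisons are of each offspring with its parents and with its siblings.

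Each array had 53678 non-control spots for 49661 probes. Of these, 49610 were autosomal, 48 lay on the X chromosome and 3 on the Y chromosome. The median distance between neighbouring autosomal probes was 91 bp. The arrays lay on 3 slides, with both parents, 20mGyU1 and 20mGyU2 on the first, 20mGyU3 to 20mGyU6 on the second, and 20mGyU7 and 20mGyU8 on the third. Between 192 and 833 spots per array were not well above background in a channel.

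The spread of log2 ratios between neighbouring probes had a median of 0.108 over the 20 arrays. It was highest on the dam's arrays, at 0.134 and 0.157, and was 0.090 on the array with the lowest spread. Pearson's r across autosomal probes between the 2 dye orientations of a mouse ranged from −0.75 in 20mGyU1 to 0.40 in 20mGyU6 and was negative in 6 of the 10 mice. Probes are not independent replicates, and no p is given for these values. Probes past the threshold of 0.5 in opposite directions in the 2 orientations numbered 298 in 20mGyU1 and between 9 and 68 in each of the other 9 mice.

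The X probes checked the direction of the ratios against the labels, since the reference DNA came from a male. The median X log2 ratio was 0.90 in the dam and 0.01 in the sire. Among the offspring it was 0.88 in 20mGyU6, 20mGyU7 and 20mGyU8, and between −0.00 and 0.03 in the other 5. The median of the 3 Y probes was −2.39 in the dam, −1.43 in 20mGyU6, −2.13 in 20mGyU7 and −2.08 in 20mGyU8. It lay between −0.06 and 0.04 in the sire and in 20mGyU1 to 20mGyU5.

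**Figure D1:**
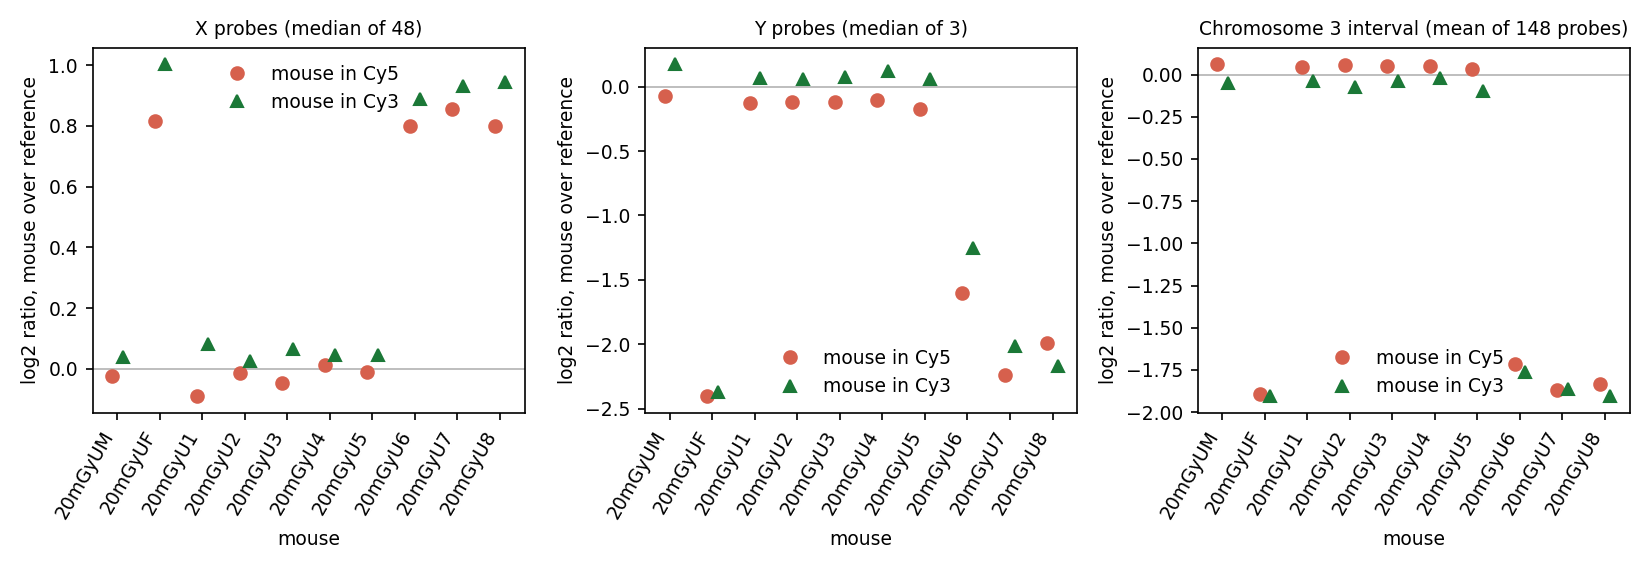
Log2 ratios of mouse over reference in each dye orientation (circles, mouse in Cy5; triangles, mouse in Cy3) for the median of the X probes, the median of the Y probes and the mean of the chromosome 3 interval in the 10 mice. The dam, 20mGyU6, 20mGyU7 and 20mGyU8 lie apart from the other 6 mice in all 3 panels.

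Positive autosomal probes numbered 8 in the sire and 392 in the dam. Among the offspring they numbered 9, 7, 6, 14 and 38 in 20mGyU1 to 20mGyU5, and 508, 220 and 352 in 20mGyU6 to 20mGyU8. The mean was 200.0 in the 2 parents and 144 ± 195 (SD, n = 8) in the offspring, a difference of −55.8 that was within the spread between mice (exact permutation test, two-sided, p = 0.689). It reversed to 136 without the dam. With the probes of a loss on chromosome 3, from 25416456 to 25456288, left out, a choice made after the data were seen, the dam had 249 positive probes and 20mGyU6, 20mGyU7 and 20mGyU8 had 368, 78 and 210, and the difference was −37.2. On the parents' slide alone, with 2 parents and 2 offspring, the difference was −192. These 2 offspring are 20mGyU1 and 20mGyU2, whose array labels are questioned below. With those labels exchanged they had 318 and 23 positive probes, against 9 and 7 as labelled, so the value of −192 rests on the labels. Over all mice there were 1321 losses and 233 gains, of which 197 gains were in the dam. After normexp background correction, which moved this split most among the background settings, there were 1187 losses and 25 gains.

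Supported probes numbered 0 in the sire, 169 in the dam, and 0, 0, 2, 2, 25, 439, 158 and 297 in 20mGyU1 to 20mGyU8. The mean was 84.5 in the parents and 115 ± 169 (SD, n = 8) in the offspring. The difference of 30.9 was again within the spread between mice (exact permutation test, two-sided, p = 0.911), and it reversed to −53.6 without the sire. Without the chromosome 3 interval it was 49.4, from means of 13 and 62.4. Of the 1092 supported probes, 1060 were losses and 32 were gains.

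**Figure D2:**
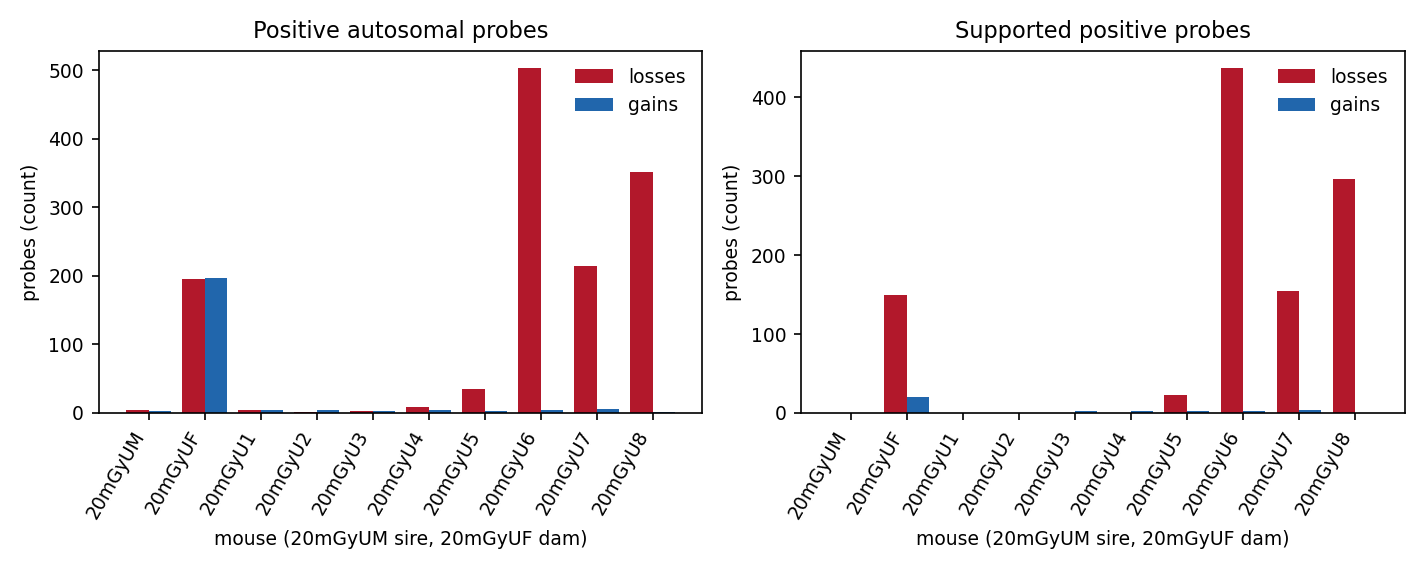
Autosomal probes (count) positive in both dye orientations, left, and those with a positive neighbour, right, as losses and gains in each of the 10 mice. The dam, 20mGyU6, 20mGyU7 and 20mGyU8 have between 220 and 508 positive probes each, and the other 6 mice have between 6 and 38.

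The supported probes formed 61 regions, 50 losses and 11 gains. None (0) was carried by all 10 mice, 4 were carried by a parent and some offspring, 10 by a parent only and 47 by offspring only. After normexp correction 0 regions were carried by a parent only. The number of regions depended most on the use of both orientations, and with only the mouse in Cy3 it was 420. The largest region that was not de novo was a loss of 143 probes on chromosome 3, from 25416456 to 25456288 (mm9), carried by the dam, 20mGyU6, 20mGyU7 and 20mGyU8. Over its 148 probes the mean log2 ratio was −1.90 in the dam and −1.74, −1.87 and −1.87 in these offspring. In the other 6 mice, whose Y probes were near 0, it lay between −0.03 and 0.01.

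The other named regions had 2 probes each. A loss on chromosome 1 from 56063836 to 56063919 was carried by 20mGyU6, 20mGyU7 and 20mGyU8, with means of −0.97, −0.83 and −0.81. The dam was at −0.84 there, with 1 of the 2 probes positive. A loss on chromosome 2 from 178829259 to 178829328 was carried by the dam at −1.12 and by 20mGyU7 at −1.31, while 20mGyU6 and 20mGyU8 lay at −0.98 and −1.03. A gain on chromosome 3 from 22901319 to 22901396 was carried by the dam alone, at 1.36, with 20mGyU2 at 0.55 on 1 positive probe of the 2. A gain on chromosome 3 from 89994207 to 89994280 was carried by the dam at 0.61 and by 20mGyU3 to 20mGyU7, with means between 0.64 and 0.80. There 20mGyU8 was at 0.66, with 1 of the 2 probes positive, and the sire at 0.30.

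The passage of parental regions to the offspring was then examined. Regions carried by exactly 1 parent numbered 14, and all 14 were the dam's. The chromosome 3 loss was carried by 3 of 8 offspring (37.5%, exact 95% interval 8.52 to 75.5%). A loss on chromosome 17 from 28879111 to 28879171 had the same share, and the chromosome 2 loss was carried by 1 of 8 (12.5%, 0.316 to 52.7%). The carriers of the chromosome 3 and chromosome 17 losses were the 3 offspring with the raised X ratio. Their shares thus cannot be told apart from the share of such offspring, and are not read as passage of an autosomal copy. The gain at 89994207 was carried by 5 of 8 offspring, but among the offspring its ratios split by slide. On the parents' slide 20mGyU1 and 20mGyU2 were at −0.12 and 0.10, and the 6 offspring on the other slides lay between 0.64 and 0.80. The dam and the sire, on the slide of 20mGyU1 and 20mGyU2, were at 0.61 and 0.30, so slide alone does not account for the split. The array labels of 20mGyU1 and 20mGyU2 are questioned below, which leaves their means there in doubt. No share passed on is given for this gain. The chromosome 17 loss falls outside the naming rule and was picked after its values were seen. The other 10 regions, 9 gains and 1 loss, were called in 0 of 8 offspring. No share passed on is given for them, since no region of a parent only was left after normexp. The loss among them, on chromosome 14 from 53711777 to 53711881, was at −0.56 in the dam, and the sire at −0.34 and 20mGyU3 to 20mGyU8 between −0.24 and −0.38 lay below 0 there without passing the threshold. At a threshold of 0.4 the regions of 1 parent numbered 50, of which 6 were carried by an offspring.

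De novo candidate regions, present in an offspring and in neither parent, numbered 42 by positive status. They were losses in all 42 cases, with 1 in 20mGyU5, 38 in 20mGyU6, 3 in 20mGyU8 and 0 in each of the other 5 offspring. With the margin from both parents there were 44, again all losses, with 440 probes. Of these 1 was in 20mGyU5, 40 in 20mGyU6 and 3 in 20mGyU8, and 36 had 3 or more probes. The median of the carriers' mean log2 ratios was −0.82. For all 44 the carrier lay farther from the other 9 mice than any other mouse would (exact permutation test, two-sided, p = 0.1, the smallest this design allows). The regions had been selected on the same arrays for low ratios in the carrier and higher ones in the parents. This outcome was thus largely set by the selection, and only a sibling lying as far out could have changed it. With only the mouse in Cy3 the number of these regions was 115. Linking neighbours within 10 kb whatever the number of probes between them, an alternative added after the data were seen, gave 3 regions, 1 in each of these 3 offspring.

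In 20mGyU5, the region lay on chromosome 11 from 92677959 to 92681269, with 22 probes at a mean of −0.87, against 0.03 in the sire and −0.02 in the dam. By positive status alone it reached 92681428, a length of 3470 bp with 23 probes. In 20mGyU8, the larger regions lay on chromosome 9 from 100693139 to 100699851, with 52 probes at −0.94, and from 100700508 to 100718142, with 84 probes at −0.90. The sire was at 0.00 and 0.01 in them, and the dam at 0.07 and −0.01. By positive status, 20mGyU8 also had a loss of 2 probes on chromosome 7 from 126944817 to 126944911, where it was at −0.64, the dam at −0.38, and 20mGyU6 and 20mGyU7 at −0.68 and −0.67.

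All 40 regions of 20mGyU6 lay on chromosome 1 between 174216659 and 174292990. The 7 with the most probes started at 174223871 (16 probes, mean −0.89), 174238762 (11 probes, −0.81), 174257645 (12 probes, −0.86), 174265002 (17 probes, −0.84), 174268047 (17 probes, −0.83), 174273662 (12 probes, −0.79) and 174290658 (24 probes, −0.81). They ended at 174225694, 174240409, 174258631, 174266807, 174270710, 174275557 and 174292990. The region at 174238762 tied at 11 probes with those at 174271769 and 174287376 and was taken for its position. In these 7 regions the sire's mean lay between −0.08 and 0.01 and the dam's between −0.18 and 0.01.

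Joined across their gaps, the de novo regions formed 1 interval in each of the 3 offspring. The interval of 20mGyU5 was 3311 bp long, and its 30 probes had a mean log2 ratio of −0.71 ± 0.30 (SD over probes), a linear ratio of 0.61. That of 20mGyU6 was 76332 bp long, with 652 probes at −0.53 ± 0.29, and that of 20mGyU8 was 29203 bp long, with 165 probes at −0.83 ± 0.23. The parents lay between −0.02 and 0.03 in all 3 intervals, and so did the other offspring. Positive probes made up 73.3%, 45.4% and 87.9% of the probes. In 20mGyU6 the 296 positive probes had a mean of −0.81, and the 356 others a median of −0.29. Within 10 kb on either side, the mean of the carrier was −0.03 in 20mGyU5, −0.07 in 20mGyU6 and 0.01 in 20mGyU8.

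**Figure D3:**
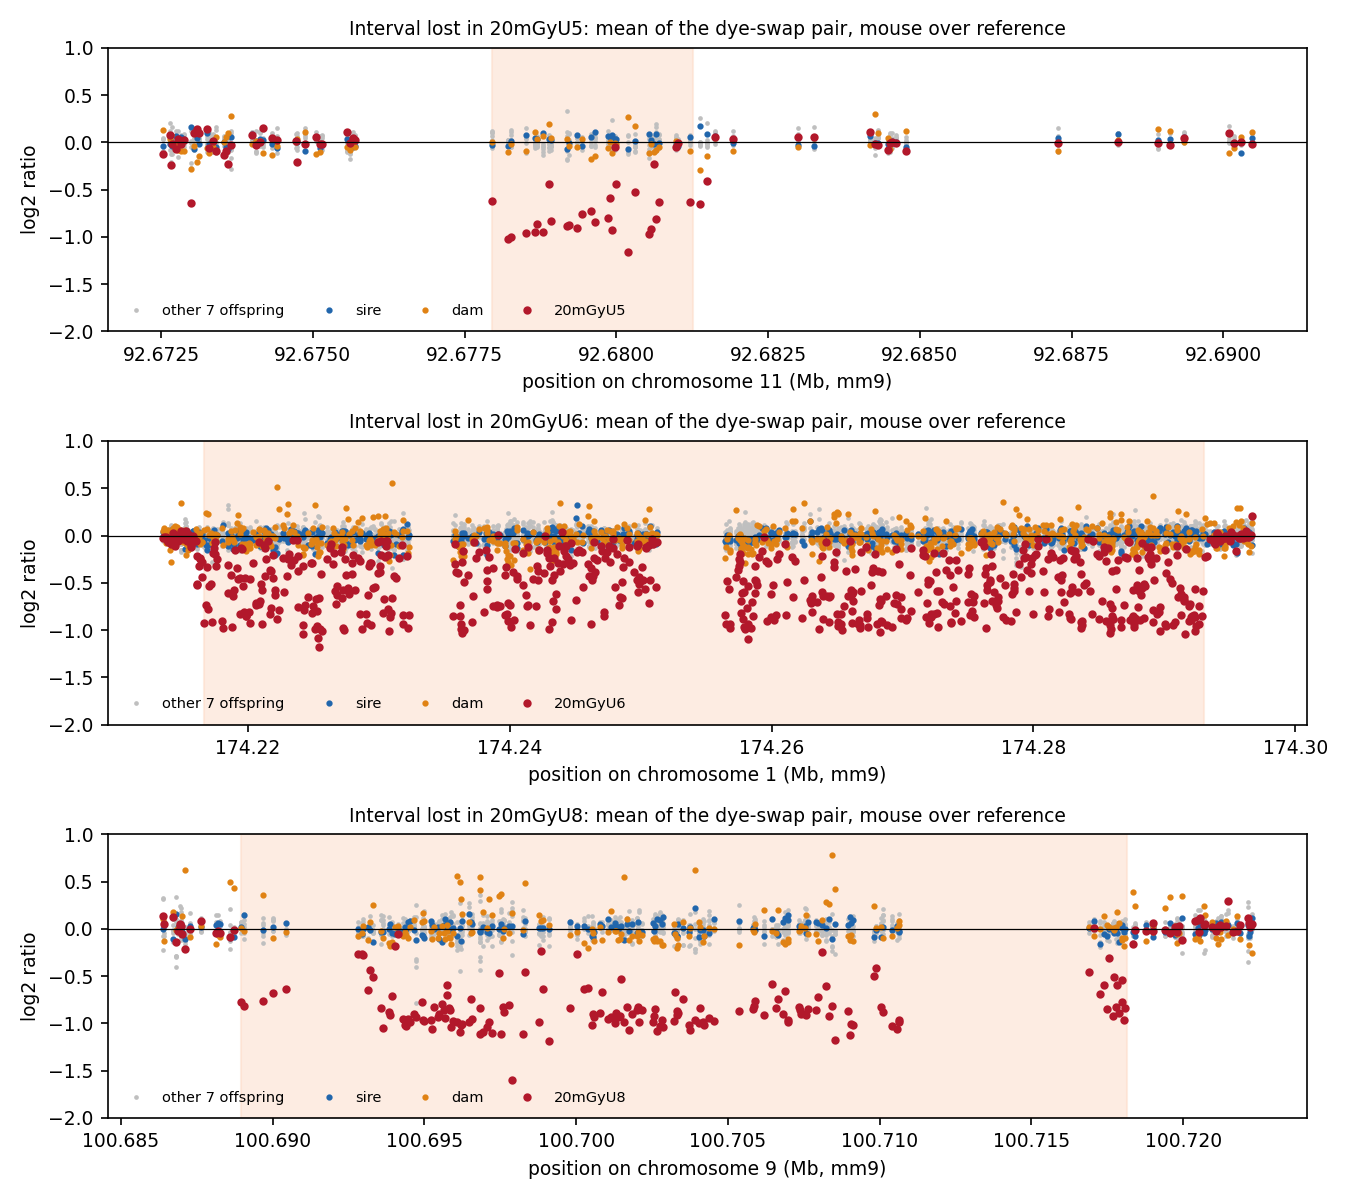
Log2 ratio of mouse over reference (mean of the dye-swap pair) at each probe against position on mm9, in the intervals lost in 20mGyU5, 20mGyU6 and 20mGyU8 (shaded) and up to 10 kb beside them. The carrier (red) lies below 0 across its interval, with means of −0.71, −0.53 and −0.83, while the sire, the dam and the other 7 offspring scatter around 0.

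With the spread between mice taken into account, 428 of the 440 probes in de novo regions (97.3%) were lower in the carrier at an adjusted p under the threshold in limma. These were 21 of 22 in 20mGyU5, 273 of 277 in 20mGyU6 and 134 of 141 in 20mGyU8. With slide as a block there were 413. These probes had been selected for low ratios on the same arrays, so the count largely restates that selection. Of the probes that lay in the intervals but in no de novo region, limma called 2 of 8 lower in 20mGyU5, 181 of 365 in 20mGyU6 and 4 of 20 in 20mGyU8. Over all autosomal probes limma called 23 probes lower in 20mGyU5, all 23 in its interval. In 20mGyU6 it called 469 lower, of which 464 lay in the interval, and 13 higher. In 20mGyU8 it called 143 lower, of which 142 lay in the interval, and 1 higher. In 20mGyU1, 20mGyU2, 20mGyU3, 20mGyU4 and 20mGyU7 limma called 0 probes, and the numbers at an unadjusted p under 0.05 were 1568, 1266, 302, 4046 and 1324.

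Slide was tested among the 8 offspring as a batch. At the adjusted threshold limma's F-test called 195 of 49609 autosomal probes (0.393%), and 3719 (7.50%) had an unadjusted p under 0.05. The slides differ in the mice they hold. Both offspring on the third slide, 1 of 4 on the second and 0 of 2 on the first had the raised X ratio. Slide and these mice are thus partly confounded. The array labels of both offspring on the first slide are questioned below. At a locus where the other mice lay below the reference, the arrays of each of these offspring lay on opposite sides of it. Their pair means were thereby drawn towards the reference, so wrong labels could give calls in this test. It was not repeated with the labels exchanged, and the 195 calls are not read as a slide effect.

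On chromosome 14, from 16856168 to 16942925 (361 probes), the arrays of 20mGyU1 and 20mGyU2 differed between dye orientations. The array labelled 20mGyU1 with the mouse in Cy3 had a mean of −0.67 and the one in Cy5 a mean of −0.07. The array labelled 20mGyU2 with the mouse in Cy3 had a mean of 0.69 and the one in Cy5 a mean of 0.03. On the other 16 arrays the mean lay between −0.03 and 0.08. With both orientations required, 4 probes of the interval were positive for a loss in 20mGyU1 and 1 probe was positive in 20mGyU2, so the interval formed no de novo region in either. The counts given for these 2 mice rest on the labels as deposited.

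**Figure D4:**
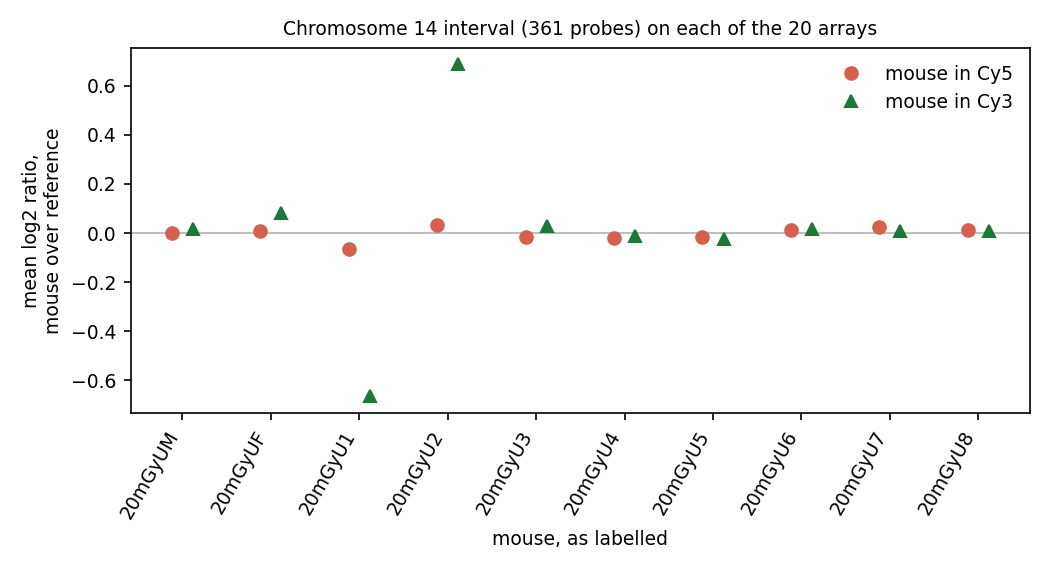
Mean log2 ratio of mouse over reference in the chromosome 14 interval on each of the 20 arrays (circles, mouse in Cy5; triangles, mouse in Cy3), by mouse as labelled. The Cy3 arrays labelled 20mGyU1 and 20mGyU2 lie at −0.67 and 0.69, and the other 18 arrays lie near 0.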

Values the study reported

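For the offspring of this family, the study reported a de novo deletion of 3469 bp in 20mGyU5, with 23 positive probes on the finer array. It reported deletions of 76,287 bp in 20mGyU6 and of 29,202 bp in 20mGyU8, each with more than 50 positive probes. The study listed the deletions of 20mGyU5, 20mGyU6 and 20mGyU8 among those upheld by quantitative PCR.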

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

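For the intervals of 20mGyU5, 20mGyU6 and 20mGyU8, the tests of dye bias, of loss in a parent, of separate losses and of bright probes were chosen after the results were seen, and so were the joined intervals themselves. The tests of the spots' places on the array, of dim probes and of exchanged labels on the count of 20mGyU1 were set out before their results.

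Among 23 measures taken over the 8 offspring, 6 had a mouse far from the other 7, a gap that chance gives in about 1 in 20 measures. The 6 cannot be set against that rate. Of them, 3 are means of intervals defined where that mouse was low, which fixed the outcome, and 2 are counts of regions in the interval of 20mGyU6.

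The mean log2 ratio of the chromosome 11 interval was −0.71 in 20mGyU5, that of the chromosome 1 interval −0.53 in 20mGyU6 and that of the chromosome 9 interval −0.83 in 20mGyU8, each far below the other 7 offspring. A blemish on an array would place the affected spots side by side. The spots of each interval were scattered, and the shares of random spot sets that lay as close together were 0.244, 0.106 and 0.938. The probes of the de novo regions had been selected for low ratios in both orientations of the mouse and for higher ratios in the parents. Dye bias and a loss in a parent were therefore tested on the 8, 365 and 20 probes of the intervals that lay in no de novo region. At these probes the orientation nearer 0 had means of −0.28, −0.29 and −0.37, below each sibling in both orientations, where the lowest sibling mean was −0.09. This argues against dye bias. The lower parent's mean was 0.01 (0.0128), −0.01 (−0.0123) and −0.01 (−0.00707) there, within the range of the siblings, which argues against a loss carried by a parent. An exchange of whole mice among the siblings was not tested, nor was contamination. A de novo loss of 1 copy in each offspring remains as a hypothesis here, found and tested on the same arrays. The quantitative PCR reported by the study is a separate assay that was not examined here. Whether it relates to the exposure of the sire cannot be asked of a single family.

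The counts of de novo regions set 20mGyU6 apart as well, with 38 regions by positive status and 40 apart from both parents, against at most 3 in another offspring. All 40 lay within the chromosome 1 interval. If they were separate losses, the probes between them should lie at the level beside the interval, with a median of −0.03. The 244 probes that lay between the regions had a median of −0.25, lower by more than the spread (SD 0.12) of the probes beside the interval. This argues against unchanged sequence between the losses. Dim probes do not account for it either, since the probes that were not positive were brighter than the positive ones. The difference was 0.478 in median log2 intensity on the arrays of the other mice (permutation test, p = 1e-05, the smallest that 100000 permutations can give). The permutation treats neighbouring probes as independent, which they are not, so this p may be too small. A candidate explanation formed after this result is that bright probes respond less to a loss. It was looked for in the other two intervals. The brightest 25% of the probes had a mean of −0.45 in 20mGyU5, against −0.91 for the dimmest 25%, and of −0.68 in 20mGyU8, against −0.97. In 20mGyU6 itself the means were −0.42 and −0.59, a smaller contrast. The count of 40 may thus in part reflect how a single loss is split by bright probes of weak response. It leaves open why even the dimmest 25% in 20mGyU6 lay nearer 0 than in the other carriers.

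In 20mGyU1, 298 probes passed the threshold in opposite directions on its arrays, against 9 to 66 in the other 7 offspring. Strong dye bias would give such probes, and so would an array under the wrong label. With the labels of the arrays 20mGyU1 Cy5 and 20mGyU2 Cy3 exchanged, the count of 20mGyU1 fell to 24, within the range of the others, and that of 20mGyU2 went from 59 to 33. Pearson's r between the orientations, across probes, went from −0.75 to 0.17 in 20mGyU1 and from −0.57 to −0.10 in 20mGyU2. This is consistent with an exchange of labels between these mice, which is weighed further among the other observations. No biological explanation was tested.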

How the results depend on the processing

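Linking neighbours within 10 kb whatever the probes between them, exchanging the labels of 2 arrays, leaving out the chromosome 3 interval, the alternatives to the slide test and normexp for the array noise were chosen after the data were seen. The other alternatives were set before the data were examined.

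Among the alternatives for the results that answer a comparison, 106 kept the direction and, for counts, stayed within 1.5 times the value reported, 20 moved a value and 7 reversed a difference. The difference in positive probes, offspring minus parents, was −55.8 and became 21.5 after normexp correction. It was −590.9 with only the mouse in Cy5, −269 with only the mouse in Cy3 −15.1 with the labels exchanged and −37.2 without the chromosome 3 interval, so an unreversed sign does not mean an unmoved value. Leaving out 1 mouse at a time gave −247.8 to 136.2, the latter without the dam, so its sign rests on the dam's 392 probes. The difference in supported probes, 30.9, became −11.75 with the mean of the dye-swap pair, −150.4 with only the mouse in Cy5 and −32.1 with only the mouse in Cy3. It was 0.25 at a threshold of 0.4, 66.4 with the labels exchanged and 49.4 without the chromosome 3 interval. The exchange takes 20mGyU1 from 9 to 318 positive and from 0 to 284 supported probes. Leaving out 1 mouse gave −53.6 (without the sire) to 115.4 (without the dam), and −15.4 without 20mGyU6. No alternative brought either comparison below an exact permutation p of 0.2.

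The 61 regions became 103 at a threshold of 0.4 and 38 at 0.8, 132 with the mean of the pair, 397 with only the mouse in Cy5 and 420 with only the mouse in Cy3. Linking within 1 probe gave 107, and linking within 10 kb gave 40. The 10 carried by a parent only became 0 after normexp, 4 with probes well above background, 44 at a threshold of 0.4 and 25 within 10 kb. They became 1 at a threshold of 0.8, 56 with the mean of the pair, and 190 and 111 with only the mouse in Cy5 or Cy3. The 42 de novo regions by status became 64 with the mean of the pair, 157 and 199 with only the mouse in Cy5 or Cy3, 85 and 24 within 1 or 5 probes, 5 within 10 kb and 68 with the labels exchanged. The 44 apart from both parents became 79 and 115 in the single orientations, 82 and 24 within 1 or 5 probes, and 3 within 10 kb. The linking rules also change which probes count as supported, from 1092 to 1035 within 1 probe and 1145 within 10 kb. Of the regions apart from both parents in a single orientation, 31 of 79 lay in 20mGyU1 with only the mouse in Cy5 and 47 of 115 in 20mGyU2 with only the mouse in Cy3, on the arrays whose labels are in doubt. The cause of these changes was not tested.

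Under every alternative to the de novo calls, the intervals on chromosome 11 in 20mGyU5, chromosome 1 in 20mGyU6 and chromosome 9 in 20mGyU8 held at least 1 loss in that mouse. With the labels exchanged, 20mGyU1 gained 14 regions apart from both parents, all on chromosome 14, which brings the total to 58. By status it gained 26, of which 12, 9 gains and 3 losses, lay outside the chromosome 14 interval. The mean log2 ratios of the 10 named regions and 3 intervals kept their sign under 5 alternatives. All of them lay nearer 0 after normexp, most of all in 20mGyU8, where the region at 100693139 went from −0.94 to −0.73 and the chromosome 9 interval from −0.83 to −0.69. For the median of the carriers' means the range was −0.83 to −0.76, always at the smallest exact permutation p of 0.1, which says nothing about stability. Of the 440 probes, limma called 413 with slide as a block and 426 after normexp. Each mouse was also left out of the comparisons of the other offspring, with a carrier's own probes kept as called with all mice, which gave 425 to 436. Counting only the carriers left, limma called 406 of 418 without 20mGyU5, 154 of 163 without 20mGyU6 and 295 of 299 without 20mGyU8.

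Gains depended on the background correction. They were 14.99% of the 1554 positive probes and 2.06% of 1212 after normexp, and 40.8% and 43.0% in single orientations. The median X ratio fell after normexp to 0.80 in the dam and to 0.74, 0.74 and 0.72 in 20mGyU6 to 20mGyU8. The probes that differ between slides fell from 195 to 127 after normexp, the cause of which was not tested. They fell to 169 without probes positive in a mouse. The slide test was not repeated with the questioned array labels exchanged. The number of single-parent regions reaching an offspring ranged from 3 to 6 around the value of 4. Keeping the outlier spots moved no count and so says nothing about stability. Signal over background limits few probes, and with only probes well above background 1449 probes were positive. No paired analysis was possible because the groups of sire and dam hold 1 mouse each.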

Other observations

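The tests of dye bias on chromosome 14, of the probes where the other 8 mice lie on the same side of the reference, of the chromosome 3 interval and of the noise and signal of the dam's gain probes were chosen after the results were seen. The tests of slopes, of the spots' places and of the dam's gains in the offspring were set out before.

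The chromosome 14 interval from 16856168 to 16942925 was lower than the reference on a single array of 20mGyU1 and higher on a single array of 20mGyU2. Dye bias of the probes is argued against by the 20mGyU2 Cy3 array, which lay at 0.69 where the 20mGyU1 Cy3 array lay at −0.67. A blemish is argued against by the places of the spots, since 0.602 of random spot sets lay as close together. A candidate explanation is that the labels of the arrays 20mGyU1 Cy5 and 20mGyU2 Cy3 were exchanged. Across 48163 autosomal probes, the slope of an array on the profile of the other mice was then predicted to be negative on these arrays, and it was −0.88 and −0.92. The slope was predicted to be positive elsewhere, which failed on 3 arrays, at −1.10 and −0.34 on the dam's arrays and −0.04 on that of 20mGyU4 Cy3, so slopes alone decide little. The dam's orientation is settled by its X probes.

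At 179 probes the other 8 mice all lay more than 0.2 below the reference. All 179 lay on chromosome 14 between 53711639 and 54257363, a span that does not overlap the interval, and are best read as 1 locus. The arrays of 20mGyU1 and 20mGyU2 played no part in this choice of probes. Counted towards the side of the other mice, the mean was 0.35 on 20mGyU1 Cy3 and 0.29 on 20mGyU2 Cy5, and −0.37 and −0.30 on the arrays labelled 20mGyU1 Cy5 and 20mGyU2 Cy3. With the labels exchanged, the mean of the chromosome 14 interval was −0.69 and −0.67 in the orientations of 20mGyU1, with 249 positive losses, and 0.05 in 20mGyU2. If the exchange holds, 20mGyU1 may carry another interval of loss absent from both parents, of 86758 bp. That the carrier is 20mGyU1 and not 20mGyU2 would rest on the labels of their other arrays, which the data cannot check. The labels were kept as deposited in the report.

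The chromosome 3 interval was low in the dam and in the 3 offspring with the raised X ratio. A loss of 1 autosomal copy passed on by the dam would leave these offspring no lower than −1, and the one nearest 0 was at −1.74. Sequence that the X chromosome also carries would raise these mice above 0, which the same value argues against. Another candidate explanation is sequence that the Y chromosome also carries, which the male reference would hold and a mouse without a Y chromosome would lack. The interval and the Y probes were both low or both near 0 in 10 of 10 mice. This match prompted the explanation, so it cannot test it. If each mouse had 2 autosomal copies, the dam's linear ratio of 0.268 would correspond to 7.47 copies in the reference. The sequence was not searched for here, and another difference that goes with the Y chromosome cannot be told apart from it. The 2-probe loss on chromosome 17 had the same carriers, at −1.65 in the dam and −1.26, −1.79 and −1.47 in 20mGyU6, 20mGyU7 and 20mGyU8. The same mice were also low at 2-probe losses on chromosomes 1, 2, 7, 9 and 13. At a 2-probe gain on chromosome 15 from 83206722 they went the other way. There the dam was at 0.55 and 20mGyU6, 20mGyU7 and 20mGyU8 at 0.56, 0.63 and 0.57, which sequence on the Y chromosome would not give.

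The dam had 197 probes positive for a gain, against 1 to 6 in each of the other 9 mice as labelled. The labels of 20mGyU1 and 20mGyU2 are in doubt, and with them exchanged the gains over all mice rose from 233 to 301. Gains carried by the dam would raise some offspring at these probes, since each copy reaches an offspring with a chance of 1 in 2. The highest mean of an offspring there was 0.05 (0.0491), in 20mGyU1 as labelled, against 0.73 in the dam. In 20mGyU3 to 20mGyU8, whose labels are not in doubt, it lay between −0.14 and −0.06. The dam's arrays had the widest spread between neighbouring probes, 0.145 on average, but 20mGyU1 came next at 0.125 with 5 gains as labelled. After it came 20mGyU4, whose labels are not in doubt, at 0.119 with 5 gains. Noise that goes up and down alike is argued against by the lone probes, of which 177 were gains and 46 were losses. On the arrays of the other mice 193 of the 197 probes (98.0%) lay in the dimmest 25% of the autosomal probes. After normexp correction the dam's positive probes fell from 392 to 207 and its gains to 14, of which 11 were among the 197. Low signal of these probes is thus a candidate explanation. Why it raised the ratios of the dam and not of the other mice, with 20mGyU1 and 20mGyU2 taken as labelled, was not tested.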
